# Expression signature of lncRNAs and their potential roles in cardiac fibrosis of post-infarct mice

**DOI:** 10.1042/BSR20150278

**Published:** 2016-06-03

**Authors:** Xuefeng Qu, Xiaotong Song, Wei Yuan, You Shu, Yuying Wang, Xuyun Zhao, Ming Gao, Renzhong Lu, Shenjian Luo, Wei Zhao, Yue Zhang, Lihua Sun, Yanjie Lu

**Keywords:** cardiac fibrosis, expression, gene, long non-coding RNA (lncRNA), myocardial infarction

## Abstract

The present study aimed to investigate whether long non-coding RNAs (lncRNAs) are involved in cardiac fibrogenesis induced by myocardial infarction (MI). The differentially expressed lncRNAs and mRNAs in peri-infarct region of mice 4 weeks after MI were selected for bioinformatic analysis including gene ontology (GO) enrichment, pathway and network analysis. Left ventricular tissue levels of lncRNAs and mRNAs were compared between MI and sham control mice, using a false discovery rate (FDR) of <5%. Out of 55000 lncRNAs detected, 263 were significantly up-regulated and 282 down-regulated. Out of 23000 mRNAs detected, 142 were significantly up-regulated and 67 down-regulated. Among the differentially expressed lncRNAs, 53 were up-regulated by ≥2.0-fold change and 37 down-regulated by ≤0.5-fold change. Nine up-regulated and five down-regulated lncRNAs were randomly selected for quantitative real-time PCR (qRT-PCR) verification. GO and pathway analyses revealed 173 correlated lncRNA–mRNA pairs for 57 differentially expressed lncRNAs and 20 differentially expressed genes which are related to the development of cardiac fibrosis. We identified TGF-β_3_ as the top-ranked gene, a critical component of the transforming growth factor-β (TGF-β) and mitogen activated protein kinase (MAPK) signalling pathways in cardiac fibrosis. NONMMUT022554 was identified as the top-ranked lncRNA, positively correlated with six up-regulated genes, which are involved in the extracellular matrix (ECM)–receptor interactions and the phosphoinositid-3 kinase/protein kinase B (PI3K-Akt) signalling pathway. Our study has identified the expression signature of lncRNAs in cardiac fibrosis induced by MI and unravelled the possible involvement of the deregulated lncRNAs in cardiac fibrosis and the associated pathological processes.

## Abstract (precis)

Myocardial fibrotic tissue from mouse infarcted heart displayed the expression signature of long non-coding RNAs (lncRNAs) and mRNAs. Fifty-seven differentially expressed lncRNAs and 20 differentially expressed mRNAs were found to be related to 8 signalling pathways involved in the development of cardiac fibrosis.

## INTRODUCTION

Cardiac fibrosis is an important event of the cardiac remodelling process with increased activity of cardiac fibroblasts and production of extracellular matrix (ECM) within the myocardium, which can lead to arrhythmias and heart failure [1]. Myocardial infarction (MI) is characterized by cardiac remodelling involving apoptosis, hypertrophy and fibrosis. Interstitial fibrosis is a major pathological alteration of post-infarct remodelling. The underlying mechanisms of cardiac fibrosis include activation of transforming growth factor-β (TGF-β) [2], endothelin-1 [3], angiotensin II (AngII) [4] and platelet-derived growth factor [5], and excess production and deposition of ECM proteins (including collagen I, collagen III, MMP2 and MMP9) in the myocardium [6]. Many cellular factors have been identified as important regulators of cardiac fibrosis, including protein and non-protein molecules, such as miRNAs [7–9] and long non-coding RNAs (lncRNAs) [10,11]. However, the precise molecular mechanisms of cardiac fibrosis remain to be fully understood.

LncRNAs are defined as transcripts larger than 200 nucleotides without protein coding ability [12,13]. A large number of evidence revealed that lncRNAs participate in diverse biological processes [14–17] and play important roles in various diseases including cancer [18–22], Alzheimer's disease [23], diabetes [24], cardiac hypertrophy [25] and heart failure [26]. It has been reported that a lncRNA named cardiac hypertrophy-related factor (CHRF) plays an important role in cardiac hypertrophy through its sponge-like action on *miR-489* [25]. Wang et al. [27] demonstrated that another lncRNA, cardiac apoptosis-related lncRNA (CARL), regulates apoptosis by targeting *miR-539* and PHB2 in mice with MI. More recently, the same group further demonstrated that autophagy promoting factor (APF) regulates autophagic cell death by targeting *miR-188-3p* and ATG7 [28]. To date, there is only one published study relating lncRNAs to cardiac fibrosis showing the altered expression of lncRNAs in AngII-treated cardiac fibroblasts [29]. However, research on roles of lncRNAs in cardiac fibrosis is still lacking.

In the present study, we identified differentially expressed lncRNAs in a mouse model of cardiac fibrosis induced by MI. We also performed gene ontology (GO) and pathway analyses for functional annotation of the deregulated lncRNAs and established the lncRNA–mRNA co-expression network in a mouse model of cardiac fibrosis induced by MI.

## MATERIALS AND METHODS

### Mouse model of myocardial infarction

Male C57BL/6 mice were purchased from the Second Affiliated Hospital of Harbin Medical University and experimental protocols were in accordance with and approved by the Institutional Animal Care and Ethics Committee of the Harbin Medical University, P.R. China. MI was induced by coronary ligation [7]. Briefly, animals were anesthetized using avertin (160 mg/kg, i.p.; Sigma–Aldrich). A left-sided thoracotomy was performed to expose the heart, and the left descending coronary artery was ligated using 7/0 silk thread at a level approximately 2 mm below the edge of the left auricle. Ischemia was confirmed by significant S–T segment elevation in electrocardiogram. The sham-operation group underwent identical protocols without ligating the coronary artery. After surgery mice were monitored daily for signs of infection and state of health and activity for 4 weeks.

### RNA extraction

For microarray analysis, peri-infarct region (1–2 mm area between the infarct region and normal tissue) and corresponding regions of sham-operated hearts were collected 4 weeks after MI. Total RNA was extracted by using Trizol reagent (Invitrogen) according to the manufacturer's instructions. In brief, RNA sample was sit for 3 min at room temperature to allow complete dissociation of the nucleoprotein complex, following addition of 0.2 ml chloroform/1 ml of Trizol reagent. The sample was centrifuged at 16 500 ***g*** at 4°C for 15 min. The aqueous phase was removed and 0.5 ml of propan-2-ol was added to the tube, followed by incubation at room temperature for 10 min. The sample was again centrifuged at 16 500 ***g*** at 4°C for 10 min. Finally, the pellet was washed with 1 ml of 75% ethanol.

### Echocardiographic measurements

We measured left ventricular function in mice 4 weeks after MI using transthoracic echocardiography performed by an ultrasound machine Vevo2100 high-resolution imaging system (Visual Sonics) equipped with a 10-MHz phased-array transducer. The M-mode tracings were recorded to measure left ventricular systolic diameter (LVSd), left ventricular diastolic diameter (LVDd), left ventricular ejection fraction (EF) and fractional shortening (FS). All measurements and calculations were performed on three continuous beats.

### Masson's trichrome staining

Masson's trichrome staining was performed to evaluate collagen deposition. Mice were anaesthetized using avertin and the hearts were collected, fixed in 4% paraformalin, embedded with paraffin and then cut into 5 μm-thick cross sections along the centre of the fibrotic scar. After 24 h the sections were stained by Masson's trichrome and the staining was analysed with image analysis software (Image-Pro Plus 4.0, Media Cybernetic). We used a bright-field microscope (IX71 Olympus) to examine the collagen deposition. We used the ratio of collagen surface area to the myocardial surface area to obtain the collagen volume fraction as an index of cardiac fibrosis.

### Microarray analysis of lncRNAs and mRNAs

Total RNA was extracted from left ventricle using Trizol (Invitrogen), and RNA cleanup including a DNase I digestion step was performed using RNeasy spin columns (Qiagen). Total RNA from each sample was quantified by the NanoDrop 1000 and RNA integrity was assessed by standard denaturing agarose gel electrophoresis. Expression profiles of lncRNAs and mRNAs were analysed with three samples from peri-infarct region of MI hearts and three samples from sham-operated hearts. For microarray analysis, GeneChip mouse transcriptome assays 1.0 from Affymetrix was used to detect the expression profiles of lncRNA and mRNA, which contains 55000 mouse lncRNA genes and 23000 mRNAs. Raw signal intensities were normalized by RMA + SKETCH method using EC 2.0, and low intensity genes were filtered. The two-sample *t*-test was used to select the differentially expressed lncRNAs and mRNAs. The *P* values were adjusted with the Benjamini and Hochberg correction procedure to account for multiple tests. The lncRNAs (and mRNAs) with false discovery rate (FDR) less than 5% were defined as differentially expressed lncRNAs (and mRNAs). Then, the lncRNAs (and mRNAs) with ≥2.0 fold change or ≤0.5 fold change over the sham-operated control samples were defined as up-regulation or down-regulation. Hierarchical clustering was performed to show the distinguishable lncRNA expression profile between MI mice and sham-operated control samples.

The microarray data have been deposited in the National Center for Biotechnology Information's Gene Expression Omnibus Database under accession number GSE76387.

### Functional enrichment analyses

The potential biological function of genes was analysed by functional enrichment using the biological process terms in GO database (http://www.geneontology.org) and pathway information in Kyoto Encyclopedia of Genes and Genomes (KEGG) database (http://www.genome.jp/kegg/pathway.html). Fisher's exact test was used to evaluate whether the GO terms or the KEGG pathways were enriched with the differentially expressed genes. And the Benjamini and Hochberg correction procedure was used to calculate the adjusted *P* values and the FDR < 5% was set as the cut-off threshold.

### Construction of the co-expression network

Differentially expressed lncRNAs and mRNAs were filtered by fold change ≥2.0 or ≤ 0.5. The Pearson correlation coefficient was used to test the expression correlation of lncRNAs and mRNAs in MI samples. Only the lncRNA–mRNA pairs with *P*<0.05 were included to construct the co-expression network. The Cytoscape software was used to present the co-expression network (http://www.cytoscape.org/).

### Quantitative real-time PCR

Quantitative real-time PCR (qRT-PCR) was performed to confirm the results of microarray analysis with a randomly selected subset of differentially expressed lncRNAs. Total RNA was extracted from peri-infarct region of MI hearts and from the sham operation group by using Trizol reagent (Invitrogen). Total RNA (1 μg) was reverse transcribed to cDNA that was subsequently used as a template in a 20 μl reaction containing 7 μl of ddH_2_O, 10 μl of 2 × SYBE Green mixture (Roche), 1 μl of 10× forward primer and 1 μl of 10× reverse primer (Invitrogen). qRT-PCR was performed with the 7500 Real-Time PCR system (Applied Biosystems) at 95°C for 10 min, followed by 40 cycles of 95°C for 15 s, 60°C for 30 s and 72°C for 30 s. β-Actin was used as an internal control for measurement of lncRNAs. The sequences of the primers used in our study are listed in Supplementary Table S1.

### Statistics

Data are expressed as mean ± S.E.M. Statistical analysis was performed using Student's *t* test. A two-tailed *P*<0.05 was taken to indicate a statistically significant difference.

## RESULTS

### Cardiac fibrosis induced by myocardial infarction

Masson staining of cardiac tissue sections was employed to examine cardiac fibrosis. As shown in Figure 1(A), significantly increased ECM deposition was observed in the peri-infarct region of MI hearts compared with the sham group (Figures 1A and 1B). Echocardiographic examination showed that the EF and FS were both significantly decreased in the MI mice compared with the sham mice, indicating that cardiac function had been significantly impaired (Figures 1C–1E).

**Figure 1:**
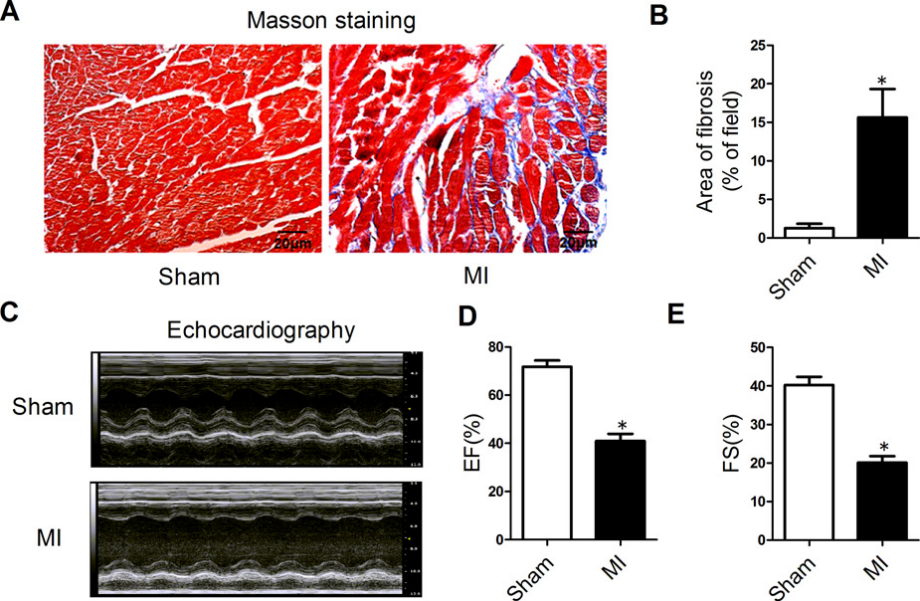
Cardiac fibrosis induced by myocardial infarction (**A**) Representative sections of heart with Masson's trichrome staining at a magnification of 400×. The fibrotic tissues were stained blue. (**B**) Collagen deposition was quantified using an automated image analyser and is expressed as the percentage of tissue area (*n*=4). (**C**) Representative M-mode echocardiography of mice 4 weeks after MI. (**D**) EF in the MI mice and sham-operated animals. (**E**) FS in the MI and sham groups (*n*=6). Data are expressed as mean ± S.E.M.; *P<0.05 compared with sham.

### Differentially expressed lncRNAs and mRNAs

The volcano plot showed the expression alterations of all annotated genes analysed by microarray assay in peri-infarct tissue of the MI samples and the sham-operated ones. 

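Total RNA from the peri-infarct region of MI hearts (3 samples) and from the corresponding region of sham hearts (3 samples) was labelled and hybridized to 6 Affymetrix mouse transcriptome arrays 1.0, 1 array per sample. The mice were male C57BL/6 and the tissue was taken 4 weeks after surgery. The methods do not state that each sample came from a separate heart, so the p-value of a single gene or probe set measures the spread between these samples. Tests on gene lists compare the genes of a list with other genes, so their p-values do not measure that spread. The authors' table gives a log2 signal for each of 72688 probe sets after RMA with SKETCH, a quantile normalization of the probes, and the low-intensity filter of the methods is not applied in it. The median over all probe sets was 4.43 to 4.44 in the sham arrays and 4.44 to 4.52 in the MI arrays. Signals reached 19.93, and 867 to 1065 probe sets per array lay above 16, the log2 of the largest value that 16 bits can hold. The methods describe no step that would give such values, so each log2 fold change, the MI mean minus the sham mean, is given on the scale of the deposited values. Detection calls were not used here. The highest of 23 background control probe sets read 5.12 to 6.08 per array, and the median of these controls was 2.69 to 2.96. A gene whose sham signals all lay at or below the highest control is described as within the background range. Its difference is then understated if the background adds to the signal. This limit is strict, since the median over all probe sets also lies below it, and the label does not mean that a gene was not expressed.

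After 6732 control probe sets were left out, the RefSeq gene table of mouse assembly GRCm38.p6 was used for symbols and gene classes only. Of the 65956 transcript probe sets, 30604 carried a single gene symbol, 2146 carried several and 33206 carried none. The genome build behind the array's annotation is not given in the sources used here, and no coordinates are reported. Probe sets with a mean signal of at least 4.36, the median of the transcript probe sets, were tested, 32979 in all. MI and sham were compared with limma, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. A gene with several probe sets is represented by the probe set with the highest mean signal. The number of arrays limits the precision, since the smallest two-sided p that an exact permutation test can give with 3 arrays per group is 0.1.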

The orange dots indicate either the up- (fold change ≥ 2.0) or down-regulated (fold change ≤ 0.5) genes (Figures 2A and 2B). We found that 545 (263 up and 282 down) of 55000 detected lncRNAs and 209 (142 up and 67 down) of 23000 mRNAs showed significant differences between MI and control samples (FDR < 0.05). 

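Genes for proteins of the scar matrix had the largest increases in the MI hearts, and genes for potassium channels and fatty acid metabolism were among those with the largest decreases. Of 12037 protein-coding genes tested, 519 were higher and 762 were lower in MI at an adjusted p under 0.05 from limma. Of 19262 tested probe sets that belong to a non-coding gene or carry no symbol, a wider group than lncRNAs, 404 were higher and 402 were lower. This balance shifted to 357 higher and 549 lower with each array centred on its median, and to 304 and 536 after quantile normalization. Comp, cartilage oligomeric matrix protein, had a signal of 13.48 ± 1.46 (SD, n = 3) in MI and 6.00 ± 0.38 (SD, n = 3) in sham. Its log2 fold change was 7.48 (standard error 0.71, adjusted p = 0.0126 from limma). Of the other genes among the 10 with the largest increase, Itgbl1, an integrin beta-like protein, had a log2 fold change of 4.86 (standard error 0.42, adjusted p = 0.0114 from limma). The serine protease inhibitor Serpina3n had a log2 fold change of 4.77 (standard error 0.75, adjusted p = 0.0256 from limma). Thbs1, a thrombospondin, had a log2 fold change of 4.95 (standard error 0.77, adjusted p = 0.0247 from limma). Fmod, a collagen-binding proteoglycan, had a log2 fold change of 5.16 with a standard error of 0.80. Among the 10 genes with the largest decrease were the unnamed gene A530016L24Rik (log2 fold change -2.20), the mitochondrial carrier Ucp3 (-1.88), the mitochondrial glutathione transferase Gstk1 (-1.85), the gluconeogenic enzyme Fbp2 (-1.79) and the receptor tyrosine kinase Epha4 (-1.75). Smco1 and Lgals4, a galectin, fell by 1.91 and 1.75 on the log2 scale.

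In 15.0% of the probe sets tested every MI array lay above every sham array, and in 16.8% every MI array lay below every sham array, where chance gives 5% each way. The number of probe sets called, 2180 with all 6 arrays, rests on single arrays. It was 327 without sham 1, 61 without MI 2 and 4687 without MI 3, and it was 0 from limma without sham 2, without sham 3 or without MI 1, with 6090, 6340 and 6013 probe sets at an unadjusted p under 0.05. Leaving out any 1 array kept the log2 fold change of Comp between 7.01 and 8.32.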

As shown in the heat-map (Figure 2C), among the differentially expressed lncRNAs, 53 were up-regulated with more than 2.0-fold change (Supplementary Table S2) and 37 were down-regulated with less than 0.5-fold change (Supplementary Table S3). 

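Among the tested probe sets of non-coding genes or with no symbol, 168 were at least 2-fold higher and 140 at least 2-fold lower in MI. Of 864 probe sets of named lncRNAs tested, 6 were higher and 32 were lower, and the 7 that changed at least 2-fold were all lower. The median signal of the 864 was 4.93 to 5.02 per array, below the highest background control of each array. Differences of most of them are therefore understated if the background adds to the signal. Mhrt, a heart lncRNA transcribed from the myosin heavy chain locus, had a signal of 7.84 ± 0.52 (SD, n = 3) in MI and 9.33 ± 0.07 (SD, n = 3) in sham. Its log2 fold change was -1.48 (standard error 0.26, adjusted p = 0.0311 from limma). Mhrt was the 1 member called among 11 tested lncRNAs of a list of cardiac and fibrosis lncRNAs, 2 being lower when adjusted over the list alone, and the median log2 fold change of that list was -0.08. The following lncRNAs were chosen after their values were seen. 4930481A15Rik had a log2 fold change of -1.53 (standard error 0.17, adjusted p = 0.0142 from limma). Gm28979 fell by 1.53 and Gm19522 by 1.41 on the log2 scale. Mir1a-1hg, the host gene of a muscle microRNA, fell by 0.94 on the log2 scale, and the highest of the up-regulated ones, B230216N24Rik, had a log2 fold change of 0.92, with sham signals within the background range. Of the probe sets with no symbol, TC0100003193.mm.1 had a log2 fold change of 3.25 (standard error 0.23, adjusted p = 0.00827 from limma). The next largest increase, also 3.25, was that of TC0100003194.mm.1, and TC0900002242.mm.1 and TC1300001152.mm.1 had the largest decreases, -2.77 and -2.75. The 31 lncRNAs that the paper names by identifier were not paired with a probe set and are not analysed here.

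The non-coding or unnamed probe sets changed at least 2-fold were more often lower than higher when each array was centred on its median (147 higher, 188 lower) and after quantile normalization (130 higher, 182 lower). Without sham 1 the count was 58 higher and 39 lower, without MI 2 it was 13 and 5, without MI 3 it was 337 and 344, and it was 0 from limma without sham 2, sham 3 or MI 1. Of the named lncRNAs, 7 probe sets were called without sham 1, 87 without MI 3 and 0 without any of the other arrays.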

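Of the probe sets of non-coding genes or with no symbol that were up-regulated in MI, 338 carried no symbol, 48 were pseudogenes, 6 were lncRNAs and 12 were small or structured RNAs. Of the down-regulated ones, 329 carried no symbol, 34 were pseudogenes, 32 were lncRNAs and 7 were small or structured RNAs. Probe sets with no symbol also made up most of those tested in this group, 13853 of 19262. They are those to which the annotation used here gave no symbol, and they may be known transcripts under other identifiers. As a class, lncRNAs, most of them below the highest background control in each array, had a median log2 fold change of -0.01 and pseudogenes one of 0.06. Small nuclear RNAs (snRNAs), which take part in splicing, had class medians of 8.03, 7.16 and 7.06 in the sham arrays and 8.08, 7.62 and 10.00 in the MI arrays. Of 590 snRNA probe sets tested, limma called 2 higher and 1 lower. Small nucleolar RNAs (snoRNAs), which guide the modification of ribosomal RNA, had a median of 6.30 in MI 3, and limma called 5 higher and 1 lower of 587. For each probe set, MI 3 was also compared with the mean of the other MI arrays and sham 1 with that of the other sham arrays: the median of these deviations over the snRNA probe sets was 2.33 in MI 3 and 1.21 in sham 1 on the log2 scale. The same median was 1.96 in MI 3 and 0.51 in sham 1 for ribosomal RNA, and less than 0.03 in size in both for protein-coding probe sets. None of these calls was kept without sham 2, without sham 3 or without MI 1, where limma called 0 probe sets.

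**Figure D1:**
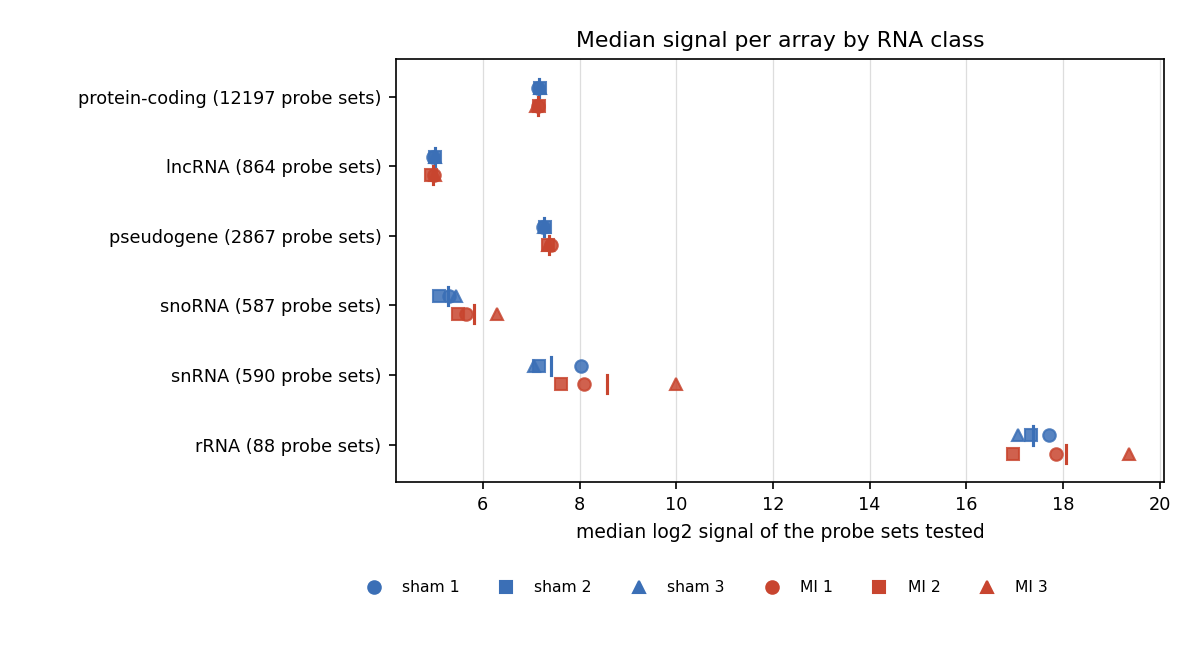
Median log2 signal of the tested probe sets of each RNA class in each array, with 1 point per array, sham in blue and MI in red, and a bar for the mean of each group. MI 3 lies at 10.00 for snRNAs, above the 7.06 to 8.08 of the other arrays, while the protein-coding medians of all arrays overlap.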

The distribution diagram demonstrated the classification of lncRNA in the microarray (Figure 2D).

**Figure 2:**
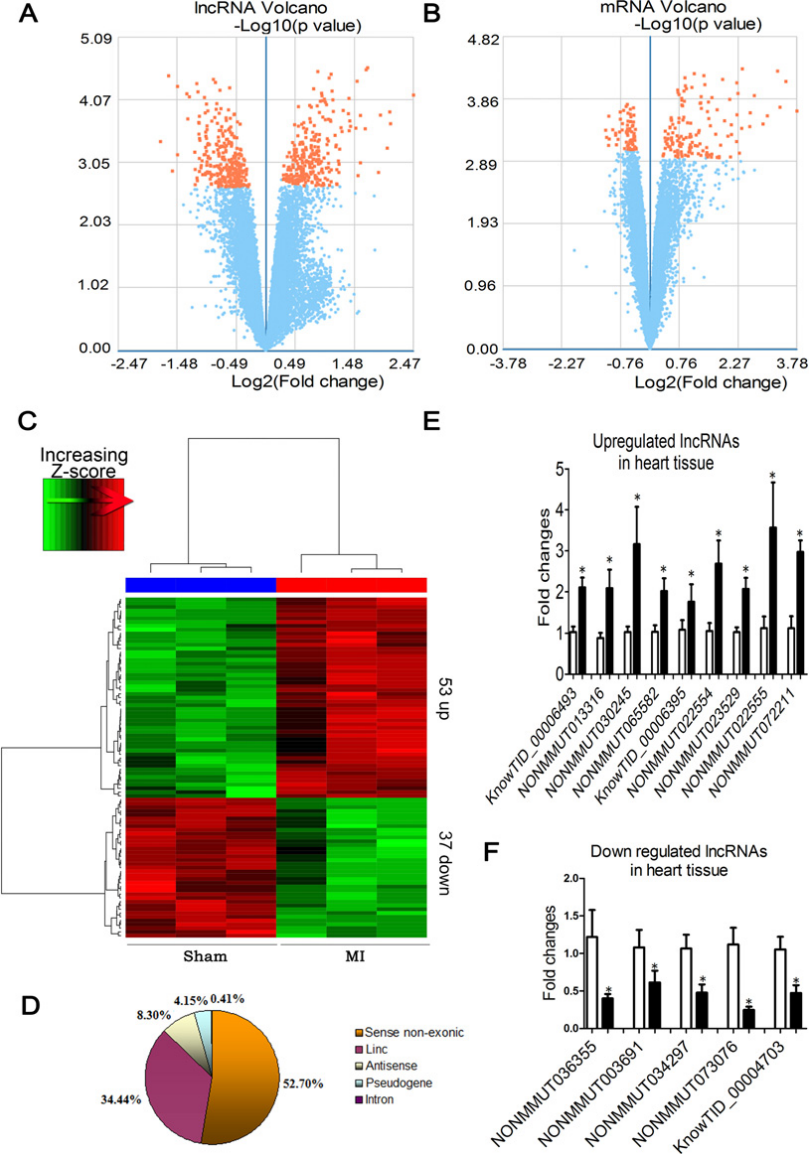
Differentially expressed lncRNAs and mRNAs between MI mice and sham control animals Volcano plot provides a convenient way to visualize the distribution of datasets of lncRNAs (**A**) and mRNAs (**B**). (**C**) The results from hierarchical clustering showing the distinct lncRNA expression profiles between MI and control. ‘Red’ indicates high relative expression and ‘green’ low relative expression. (**D**) Distribution of differentially expressed lncRNAs according to different biotypes. (**E** and **F**) Verification of the microarray results using qRT-PCR methods. Nine up-regulated and five down-regulated lncRNAs from the infracted hearts were studied using β-actin as an internal control (*n*=5–6). *P<0.05 compared with sham-operated control.

In order to verify the data obtained from our microarray analysis, quantitative real-time RT-PCR (qPCR) was applied to a randomly selected subset from the differentially expressed lncRNAs. These included nine up-regulated lncRNAs (KnowTID_00006493, NONMMUT013316, NONMMUT030245, NONMMUT065582, KnowTID_00006395, NONMMUT022554, NONMMUT023529, NONMMUT022555 and NONMMUT72211) and five down-regulated ones (NONMMUT036355, NONMMUT003691, NONMMUT034297, NONMMUT073076 and KnowTID_00004703). As shown in Figures 2(E) and 2(F), all these 14 lncRNAs were verified for their differential expression as revealed by our microarray results.

### Deregulated mRNAs that are related with cardiac fibrosis

Enrichment analysis was performed based on the datasets of biological processes, cellular components and molecular functions from the GO database. 

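Many genes that build, link and remodel the matrix were higher in the MI hearts. Of 27 matricellular proteins and matrix glycoproteins, 22 were higher and none was lower at an adjusted p under 0.05 from limma (26 higher and 1 lower when adjusted over the list alone). Of 19 collagens, 13 were higher and none was lower (18 higher when adjusted over the list alone). Of 15 proteoglycans, 10 were higher (12 higher and 1 lower when adjusted over the list alone), among them Aspn, asporin, with a log2 fold change of 4.66 (standard error 0.21, adjusted p = 0.00742 from limma), Prelp with 3.29 and Lum, lumican, with 3.03. Of 14 genes of collagen processing and cross-linking, 7 were higher (9 when adjusted over the list alone), and the largest changes were those of the lysyl oxidases Loxl3 (log2 fold change 3.74), Lox (3.55) and Loxl1 (3.18) and of the prolyl hydroxylase subunit P4ha3 (1.62), whose sham signals were within the background range. Of 17 matrix proteases and inhibitors, 10 were higher (14 when adjusted over the list alone). Mmp2, a gelatinase, had a log2 fold change of 3.54 (standard error 0.62, adjusted p = 0.0314 from limma), Timp1 had one of 2.40 from sham signals within the background range, and Timp2 had one of 2.04. The lists were written from general knowledge, and Fisher's exact test, one-sided, was run on called against other genes in each. Some hold genes that the paper chose on these samples, such as Col1a1 and Col3a1 among the collagens and Comp and Thbs4 among the matricellular genes. These tests are thus not wholly independent of the paper's choice of genes. The adjusted p was 6.85e-16 for the matricellular list, 4.46e-08 for collagens, 2.01e-06 for proteoglycans, 0.00114 for collagen processing and 9.33e-06 for proteases (Fisher's exact test), and these lists passed in 11, 11, 12, 6 and 9 of 16 alternatives in this order. For collagen processing it was 0.160 after quantile normalization, 0.168 when each array was centred and 0.0512 with array weights (Fisher's exact test). With the t-test of the methods it was 0.0251 for proteoglycans, and collagens (0.277), the matricellular list (0.104), collagen processing (0.672) and proteases (1) did not pass. Over all fixed lists, 15 passed this test with every array in, 9 without sham 1, 6 without MI 2, 19 without MI 3 and 0 without sham 2, sham 3 or MI 1, where limma called no gene.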

Under the control of FDR < 5%, we found that the differentially expressed mRNAs were enriched in the ECM structural constituent and collagen binding in biological processes, ECM and extracellular region in cellular components and collagen fibril organization and cell adhesion in molecular functions (Figure 3). The differentially expressed genes were significantly involved in the cardiac fibrosis related function in GO analysis.

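Of 16 tested markers of activated fibroblasts and myofibroblasts, 11 were higher in MI and none was lower (12 higher when adjusted over the list alone), with a median log2 fold change of 3.52. Postn, periostin, a protein that activated fibroblasts secrete, had a signal of 16.26 ± 0.66 (SD, n = 3) in MI and 9.88 ± 0.24 (SD, n = 3) in sham. Its log2 fold change was 6.38 (standard error 0.33, adjusted p = 0.00827 from limma). Cilp, a cartilage matrix protein, had a log2 fold change of 7.16 (standard error 0.50, adjusted p = 0.00827 from limma). Of 14 general fibroblast markers, 5 were higher and none was lower (7 higher and 1 lower when adjusted over the list alone), among them Mfap5 (log2 fold change 4.36), Pi16 (2.20), Dpt (2.09) and Medag (1.76). Of 8 chondrocyte and osteogenic markers, 4 were higher (6 when adjusted over the list alone), including Sox9 (1.13) and Col11a1 (0.73), both with sham signals within the background range. Comp and Fmod, also higher, are members of other matrix lists too. Cilp and Postn likewise count in both the matricellular and the activated fibroblast list, so the results of these lists are not independent of each other. Of 16 laminins and other basement membrane genes, 3 were higher, Lamc1 (0.99), Nid1 (0.99) and Lama2 (0.56), and none was lower (5 higher and 2 lower when adjusted over the list alone).

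Set against all other genes with camera at a preset correlation of 0.01, the adjusted p was 2.67e-10 for activated fibroblast, 1.01e-05 for fibroblast, 0.000124 for chondrocyte and 0.0417 for basement membrane genes (limma's camera), and 2.45e-14 for collagens, 7.95e-19 for matricellular proteins, 3.63e-09 for proteoglycans, 3.86e-06 for collagen processing and 4.48e-08 for matrix proteases. With an estimated correlation none of these shifts was called: the adjusted p was 0.340 with an estimated correlation for activated fibroblast markers, collagens, matricellular proteins and proteases, 0.352 for fibroblast markers, 0.355 for chondrocyte markers and collagen processing, 0.318 for proteoglycans and 0.524 for basement membrane genes (limma's camera). Leaving out 1 array ended the shift of the basement membrane list, with an adjusted p of up to 0.207, and no single gene was called by limma without sham 2, sham 3 or MI 1. The rise was smaller in MI 3 than in the other MI arrays: over 83 matrix and fibroblast genes its median difference from sham was 1.01, against 1.88 in MI 1 and MI 2. From the matrix and collagen terms among its enriched GO terms (Fig. 3), the paper states that the differentially expressed genes took part in functions related to cardiac fibrosis.

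**Figure D2:**
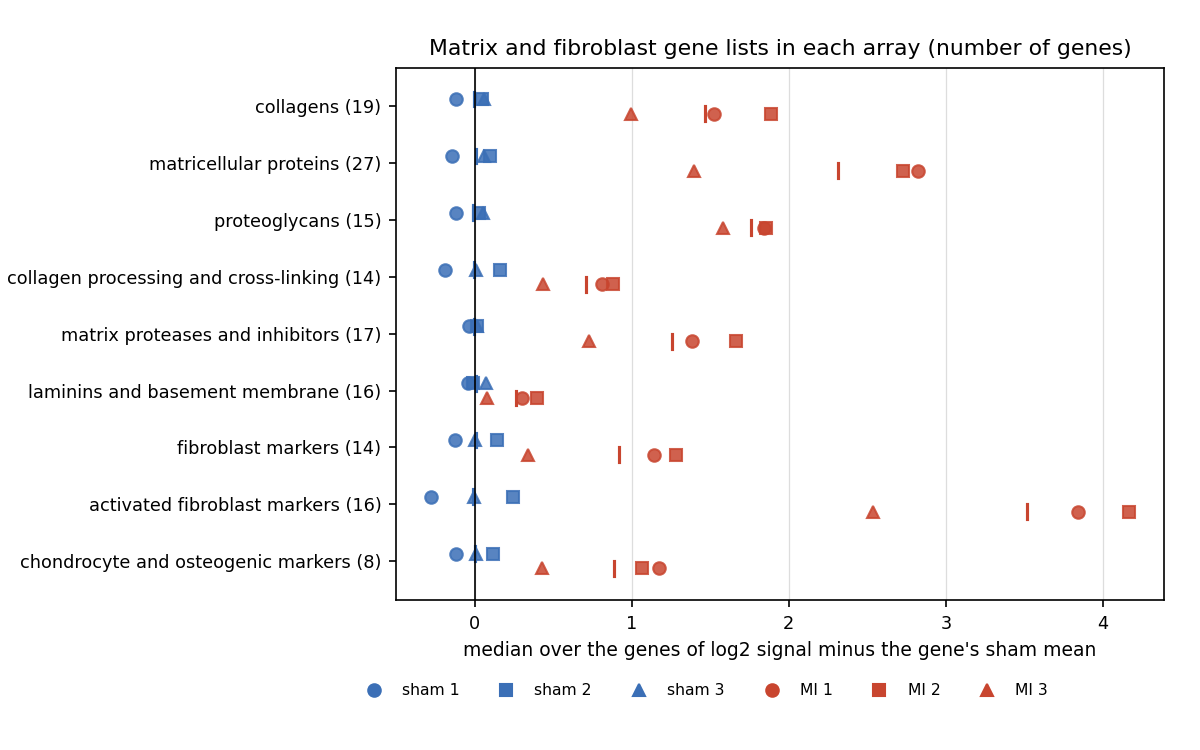
Median over the genes of each list of the log2 signal minus the gene's sham mean, in each array, with the number of genes tested in brackets, 1 point per array, sham in blue and MI in red, and a bar for the mean of each group. For activated fibroblast markers the MI arrays lie at 3.84, 4.17 and 2.54 and MI 3 is the lowest MI array in every list shown.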

**Figure 3:**
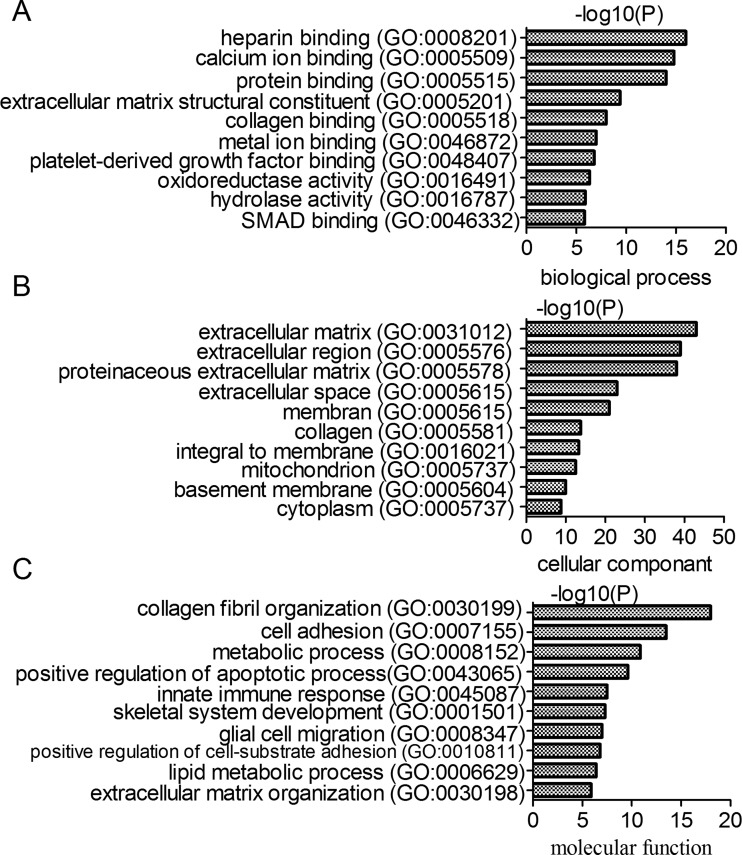
Gene ontology enrichment analysis of differentially expressed mRNAs (**A**) Biological process enrichment analysis. (**B**) Cell component enrichment analysis. (**C**) Molecular function enrichment analysis.

We next performed the pathway enrichment analysis using the KEGG database and set the cut-off as FDR < 5%. 

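The genes of Table 1 rose in MI with 4 exceptions. Its 8 pathways hold 63 entries for 29 distinct genes, of which 24 were tested here, and limma called all 24 at an adjusted p under 0.05. Of these, 20 were higher and 4 were lower: the potassium channel Kcnq1, the mast cell protease Cpa3, the signalling adaptor Ecsit and the kinase Mylk4. Spp1, Ccl21a, Ccl21b, Gm13304 and Gm21541 are not analysed here. Because the paper chose these genes on the same samples, their direction is not independent evidence.

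Lists of the same pathways were therefore written from general knowledge, with collagens and other matrix genes kept out of the intracellular ones. They still hold genes of Table 1, such as Comp, Fn1 and Thbs4 for ECM-receptor interaction and Tgfb3 for TGF-β signalling. Tests on them are thus not wholly independent of the paper's choice of genes. Called genes were over-represented in the list of ECM-receptor interaction, with 23 of 65 genes called where 6.92 were expected by chance (adjusted p = 6.81e-07, Fisher's exact test, one-sided), and the list passed in 10 of 16 alternatives. In the list of PI3K-Akt signalling without the matrix genes, 14 of 60 were called and 6.39 were expected (adjusted p = 0.0126, same Fisher's exact test). In TGF-β signalling, 10 of 41 were called and 4.36 were expected (adjusted p = 0.0285, same Fisher's exact test). No over-representation was called for MAPK signalling (adjusted p = 0.695), Toll-like receptor and NF-κB signalling (adjusted p = 0.470), the intracellular part of focal adhesion (adjusted p = 1) or the part of protein digestion and absorption that holds no collagens (adjusted p = 0.0796, Fisher's exact test in each). The list of PI3K-Akt signalling failed when only genes changed at least 2-fold were counted (adjusted p = 0.269, Fisher's exact test) and passed in 8 of 16 alternatives (0.000651 to 1), whereas that of protein digestion passed with those genes (adjusted p = 0.00319, Fisher's exact test) and in no other alternative (0.00319 to 1). The TGF-β list passed in 5 of 16 alternatives (3.87e-05 to 1) and the Toll-like receptor list in 2, array weights (0.0429) and a later one without sham 1 and MI 3 (0.0322), with 1 as its highest adjusted p. No list passed without sham 2, without sham 3 or without MI 1, since limma then called 0 genes.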

Among the significantly enriched pathways, 8 pathways annotated with 63 differentially expressed genes were closely related to the process of cardiac fibrosis (Table 1). For example, 12 differentially expressed genes (Col5a1, Itgb8, Col1a1, Col1a2, Fn1, Col5a2, Col3a1, Thbs4, Spp1, Tnc, Thbs2 and Comp) were annotated in the pathway of ECM–receptor interaction, which were mostly significantly enriched with the differentially expressed genes in the MI samples compared with the sham control ones (*P*=5.66E−16). 

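In the list of 65 ECM-receptor genes, 21 were higher and 2 were lower (37 higher and 6 lower when adjusted over the list alone), with a median log2 fold change of 0.43. Of the genes that Table 1 lists under this pathway, 11 were tested and all were higher, which is not independent evidence because the paper chose them on these samples. Thbs4, a thrombospondin of stressed muscle, had a signal of 13.34 ± 1.10 (SD, n = 3) in MI and 6.78 ± 0.48 (SD, n = 3) in sham, and its log2 fold change was 6.55 (standard error 0.57, adjusted p = 0.0114 from limma). Thbs2, a matricellular thrombospondin, had a signal of 10.49 ± 0.54 (SD, n = 3) in MI and 7.99 ± 0.31 (SD, n = 3) in sham (standard error of the difference 0.30, adjusted p = 0.0163 from limma). Tnc, tenascin C, a matrix glycoprotein of healing tissue, had a log2 fold change of 1.59 (standard error 0.12, adjusted p = 0.00853 from limma), Itgb8, an integrin subunit, had one of 1.43 and Col5a1 had one of 1.13, each with sham signals within the background range. Of 18 integrins, 3 were higher and 2 were lower (8 higher and 3 lower when adjusted over the list alone). Itgav, the subunit αv, had a log2 fold change of 0.74, whereas Itgb6 fell by 1.04 and Itga7, a laminin receptor of muscle, by 0.86 on the log2 scale.

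The shift of the ECM-receptor list had an adjusted p of 7.17e-10 from limma's camera, and adjusted p = 0.355 with an estimated correlation. That of the integrins had an adjusted p of 0.0126 from limma's camera, adjusted p = 0.468 with an estimated correlation, and up to 0.0509 with 1 array left out. Each gene here lost its call from limma without sham 2, sham 3 or MI 1, when the log2 fold change of Thbs4 was 6.83, 6.46 and 6.08.

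**Figure D3:**
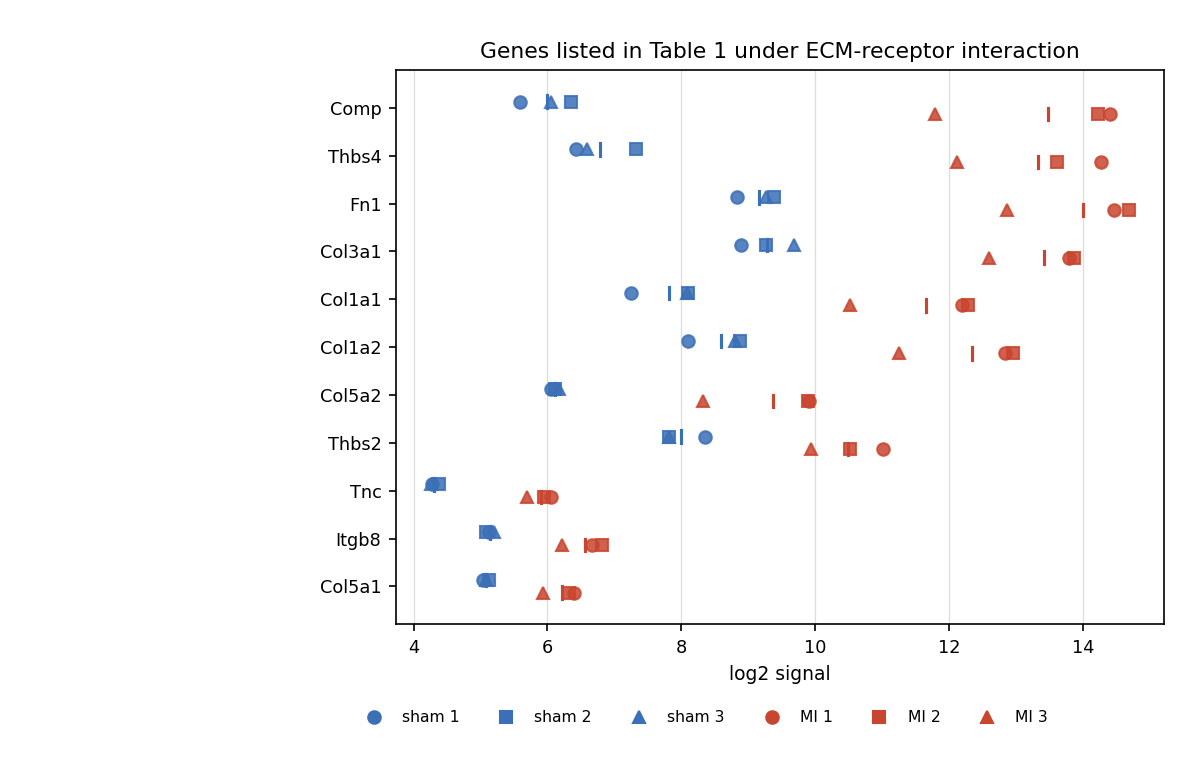
Log2 signal of each tested gene that Table 1 lists under ECM-receptor interaction, with 1 point per array, sham in blue and MI in red, and a bar for the mean of each group. Every MI array lies above every sham array for every gene, and MI 3 is the lowest MI array for each.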

The phosphoinositid-3 kinase/protein kinase B (PI3K-Akt) signalling pathway contained 13 differentially expressed genes (Col5a2, Col5a1, Col3a1, Comp, Thbs4, Col1a1, Thbs2, Spp1, Itgb8, Col1a2, Fn1, Tnc and Tlr4) and was significantly enriched with differentially expressed genes (*P*=8.78E−10). 

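Of the Table 1 genes of the PI3K-Akt pathway, 12 were tested and all were higher in MI, which is not independent evidence of their direction because the paper chose them on these samples. They are the matrix genes of ECM-receptor interaction with Tlr4, a receptor of innate immunity, which had a signal of 10.79 ± 0.05 (SD, n = 3) in MI and 9.87 ± 0.10 (SD, n = 3) in sham. The log2 fold change of Tlr4 was 0.92 (standard error 0.09, adjusted p = 0.0131 from limma). The intracellular and growth factor part of the pathway, 60 genes, moved both ways, with 7 higher and 7 lower (8 higher and 12 lower when adjusted over the list alone) and a median log2 fold change of -0.04. Growth factors, their receptors and a survival gene were among the higher members: Igf1 had a log2 fold change of 1.46 (standard error 0.25, adjusted p = 0.0307 from limma), the FGF receptor Fgfr1 had one of 1.22 and Bcl2, an inhibitor of apoptosis, had one of 1.17. The kinase Akt2 fell by 0.71, the growth factor Vegfb by 1.05 and the insulin receptor substrate Irs1 by 0.64 on the log2 scale. The list did not shift as a whole (adjusted p = 0.367 from limma's camera). None of these genes was called by limma without sham 2, without sham 3 or without MI 1.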

The TGF-β signalling pathway (annotated with Dcn, Tgfbr1 and Tgfb3), the mitogen activated protein kinase (MAPK) signalling pathway (annotated with Tgfbr1, Ecsit, Tgfb3 and Pla2g4a), the NF-kB signalling pathway (annotated with Gm21541, Gm13304, Ccl21b, Tlr4 and Ccl21a), the focal adhesion signalling pathway (annotated with Col1a1, Itgb8, Col3a1, Mylk4, Spp1, Tnc, Col5a1, Comp, Col5a2, Fn1, Thbs4, Col1a2 and Thbs2), the protein digestion and absorption signalling pathway (annotated with Col1a1, Col14a1, Col5a1, Col1a2, Col12a1, Col3a1, Col5a2, Kcnq1 and Cpa3) and the Toll-like receptor signalling pathway (annotated with Tlr4, Ctsk, Tlr8 and Spp1) were all significantly enriched with the differentially expressed genes in the MI samples compared with the sham control samples (Table 1).

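Of 41 TGF-β genes, 9 were higher and 1, Bmp7, with signals within the background range in both groups, was lower (11 higher and 2 lower when adjusted over the list alone). Among them were Ltbp2, a latent TGF-β binding protein (log2 fold change 4.35, from sham signals within the background range), Id2, an inhibitor of differentiation (1.92), and the receptor Tgfbr1, which had a log2 fold change of 1.38 (standard error 0.12, adjusted p = 0.0119 from limma). Dcn, decorin, a proteoglycan that binds TGF-β, had a signal of 17.84 ± 0.11 (SD, n = 3) in MI and 16.67 ± 0.06 (SD, n = 3) in sham, and its log2 fold change was 1.16 (standard error 0.10, adjusted p = 0.0103 from limma). Of 53 MAPK genes, 1 was higher and 5 were lower (2 higher and 8 lower when adjusted over the list alone): the phospholipase Pla2g4a had a log2 fold change of 1.60, whereas Ecsit fell by 1.08, the kinase Mapk10 by 0.99 and Tab1 by 0.72 on the log2 scale. Of 49 Toll-like receptor and NF-κB genes, 6 were higher and 1 was lower (11 higher and 2 lower when adjusted over the list alone). Ctsk, the collagen-degrading cathepsin K, had a log2 fold change of 2.12, the prostaglandin synthase Ptgs2 one of 1.97 and the receptor Tlr13 one of 1.36, all from sham signals within the background range, and the adhesion molecule Vcam1 had one of 1.32. Of 33 intracellular focal adhesion genes, Mylk4, a myosin light chain kinase, was the 1 called, with a log2 fold change of -1.63 (3 higher and 3 lower when adjusted over the list alone). Of 23 genes of protein digestion and absorption other than collagens, 2 were higher and 4 were lower, also when adjusted over the list alone. The higher ones were Eln, elastin (2.09), and the amino acid transporter Slc1a5 (1.62), and the lower ones included Cpa3 (-1.37) and Slc16a10 (-1.26). The collagens of that pathway in Table 1 include Col12a1, with a log2 fold change of 4.53 from sham signals within the background range.

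In the paper's own lists, which are not independent evidence, limma called 3 of 3 tested TGF-β genes higher, 3 higher and 1 lower of 4 MAPK genes, 11 higher and 1 lower of 12 focal adhesion genes, 7 higher and 2 lower of 9 protein digestion genes, 3 of 3 Toll-like receptor genes higher and 1 of 1 NF-κB genes higher. The adjusted p from limma's camera was 4.92e-05 for TGF-β and 9.96e-05 for Toll-like receptor and NF-κB signalling, and for both adjusted p = 0.468 with an estimated correlation. It was 0.141 for MAPK, 0.671 for focal adhesion and 0.433 for protein digestion. No gene named here was called by limma without sham 2, sham 3 or MI 1.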

**Table 1:** KEGG pathway analysis Number* indicates the number of differentially expressed genes that are annotated in the pathway.

Term	Number*	*P* value	Genes
ECM–receptor interaction	12	5.66E−16	Col5a1, Itgb8, Col1a1, Col1a2, Fn1, Col5a2, Col3a1, Thbs4, Spp1, Tnc,Thbs2, Comp
PI3K-Akt signalling pathway	13	8.78E−10	Col5a2, Col5a1, Col3a1, Comp, Thbs4, Col1a1, Thbs2, Spp1, Itgb8, Col1a2, Fn1, Tnc, Tlr4
NF-κB signalling pathway	5	6.14E−05	Gm21541, Gm13304, Ccl21b, Tlr4, Ccl21a
TGF-β signalling pathway	3	0.006	Dcn, Tgfbr1, Tgfb3
MAPK signalling pathway	4	0.025	Tgfbr1, Ecsit, Tgfb3, Pla2g4a
Focal adhesion	13	8.94E−13	Col1a1, Itgb8, Col3a1, Mylk4, Spp1, Tnc, Col5a1, Comp, Col5a2, Fn1, Thbs4, Col1a2, Thbs2
Protein digestion and absorption	9	5.15E−11	Col1a1, Col14a1, Col5a1, Col1a2, Col12a1, Col3a1, Col5a2, Kcnq1, Cpa3
Toll-like receptor signalling pathway	4	8.59E−04	Tlr4, Ctsk, Tlr8, Spp1

### Deregulated lncRNAs are related to cardiac fibrosis

LncRNA and mRNA co-expression network showed that the expression of lncRNAs was significantly correlated with the expression of mRNAs that participate in the cardiac fibrosis-related pathways in Table 1. Here, our analyses were focused on the differentially expressed lncRNAs and mRNAs with fold changes more than 2.0 or less than 0.5. 

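Of the 12037 protein-coding genes tested, 268 were at least 2-fold higher and 145 at least 2-fold lower in MI at an adjusted p under 0.05 from limma. Of the 24 tested genes of Table 1, 22 changed at least 2-fold, 19 higher and 3 lower, and the others were Tlr4 and Kcnq1. Of the matrix genes outside Table 1, the matricellular genes Mfap4 and Ccn5 were at least 2-fold higher, with log2 fold changes of 4.44 and 4.43. Without sham 1, 61 genes were at least 2-fold higher and 80 lower, without MI 2 the counts were 28 and 8, without MI 3 they were 485 and 250, and without sham 2, sham 3 or MI 1 limma called 0 genes.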

The network contained 173 significantly correlated lncRNA–mRNA edges (*P*<0.05) and 77 nodes, including 57 differentially expressed lncRNAs and 20 differentially expressed genes (Figure 4A and Supplementary Table S4). Among them, 34 lncRNAs were up-regulated and correlated with all 20 altered fibrosis-related coding genes and 23 down-regulated and correlated with 19 coding genes either in a positive or negative manner (Figure 4A and Supplementary Table S4). Analysis of the genomic status showed that 57 lncRNAs included 31 sense non-exonic, 19 intergenic, 5 antisense and 2 pseudogene lncRNAs (Supplementary Table S4).

**Figure 4:**
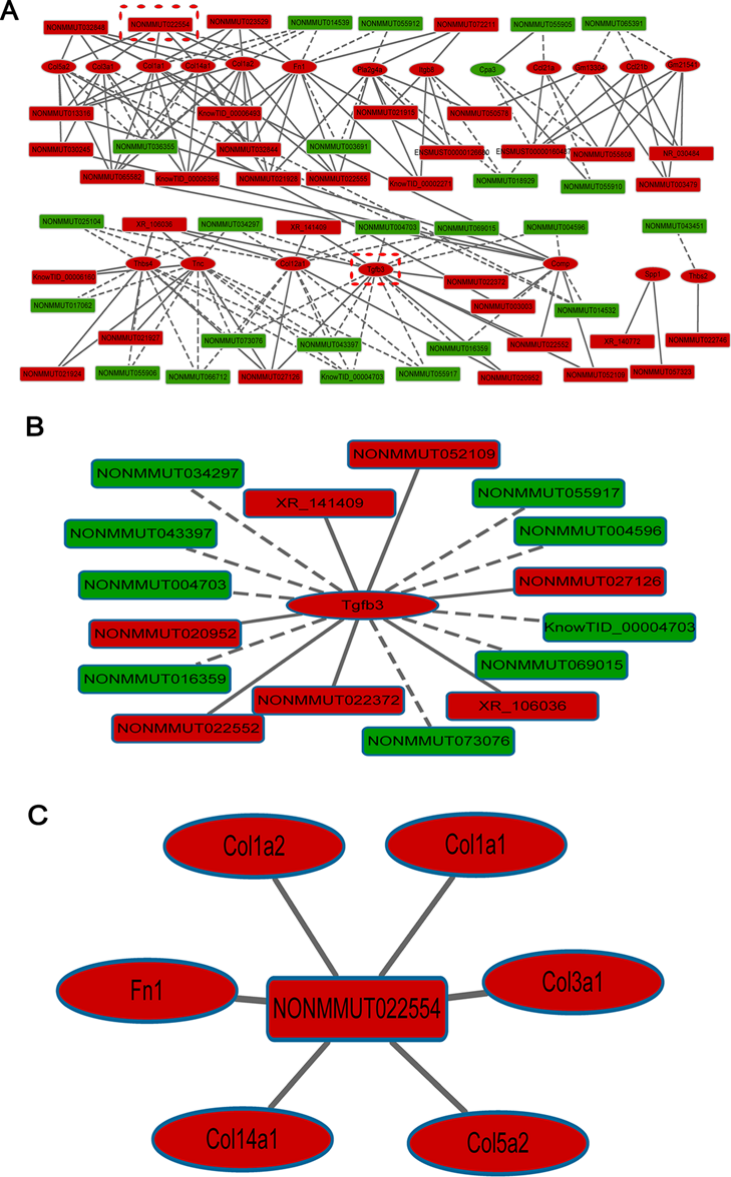
Prediction of lncRNA–mRNA association network (**A**) The co-expression network was composed of 173 connections between 57 lncRNAs and 20 coding genes. (**B**) Connections between top-ranked gene TGF-β_3_ and lncRNAs. (**C**) Connections between the top-ranked lncRNA NONMMUT022554 and coding genes. Rectangle nodes represent mRNAs and hexagon nodes represent lncRNAs. Red nodes represent up-regulated lncRNAs or mRNAs and green nodes represent down-regulated lncRNAs or mRNAs. The solid line indicates positive correlation and the dashed line negative correlation.

In the co-expression network, the gene TGF-β_3_, a crucial component in the TGF-β signalling pathway and the MAPK signalling pathway as well, was identified as the top-ranked gene according to the number of connections with the differentially expressed lncRNAs. As illustrated in Figure 4(B), TGF-β_3_ was up-regulated in cardiac fibrosis and was negatively correlated with nine down-regulated lncRNAs (NONMMUT034297, NONMMUT043397, NONMMUT004703, NONMMUT016359, NONMMUT073076, NONMMUT069015, knowTID_00004703, NONMMUT004596 and NONMMUT055917), but positively correlated with seven up-regulated lncRNAs (XR_141409, NONMMUT020952, NONMMUT052109, NONMMUT022372, NONMMUT022552, XR_106036 and NONMMUT027126). 

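Tgfb3 encodes TGF-β3, a cytokine of wound repair. Its signal was 10.51 ± 0.89 (SD, n = 3) in MI and 6.97 ± 0.18 (SD, n = 3) in sham. The values were 11.05, 10.99 and 9.47 in the MI arrays and 6.78, 7.15 and 6.99 in the sham arrays, so the difference is larger than the spread between samples. The log2 fold change was 3.53 (standard error 0.43, adjusted p = 0.0170 from limma). Skil and Tgfbr2, a repressor and a receptor of the same pathway, had log2 fold changes of 1.32 and 1.17. Without sham 2, sham 3 or MI 1 the log2 fold change of Tgfb3 was 3.62, 3.54 and 3.26, and limma no longer called it.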

NONMMUT022554 was the top-ranked lncRNA according to the number of connections with the differentially expressed genes. As illustrated in Figure 4(C), NONMMUT022554 was up-regulated in the cardiac fibrosis model and was positively correlated with six up-regulated genes (Col1a2, Col1a1, Col3a1, Col5a2, Col4a1 and Fn1) that are known to be involved in the ECM–receptor interaction and the PI3K-Akt signalling pathway.

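The fibrillar collagens and fibronectin were higher in every MI array than in every sham array. Fn1, fibronectin, had a signal of 14.01 ± 1.00 (SD, n = 3) in MI and 9.16 ± 0.28 (SD, n = 3) in sham. Its log2 fold change was 4.85 (standard error 0.49, adjusted p = 0.0131 from limma). Col3a1, the chain of collagen III, had a log2 fold change of 4.14 (standard error 0.39, adjusted p = 0.0125 from limma). For the chains of collagen I, Col1a1 and Col1a2, the log2 fold changes were 3.85 (standard error 0.52) and 3.75 (standard error 0.49). Col5a2, a chain of collagen V, had one of 3.26 (standard error 0.43, adjusted p = 0.0196 from limma). Col4a1, a basement membrane collagen, had a log2 fold change of 0.89 (standard error 0.25, adjusted p = 0.0913 from limma) and did not pass the test, although each MI array lay above each sham array, as 10% of comparisons of 3 with 3 arrays do by chance in either direction. Col14a1, a collagen bound to fibrils, had a log2 fold change of 4.10 (standard error 0.27, adjusted p = 0.00827 from limma). None of these genes was called by limma without sham 2, without sham 3 or without MI 1, when the log2 fold change of Fn1 was 4.96, 4.90 and 4.62. Without MI 3, Col4a1 was called (adjusted p = 0.0133 from limma, against 0.0769 to 0.240 under the settings that did not call it).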

We analysed the 10 up-stream and 10 down-stream neighbouring coding genes for each of the 57 differentially expressed lncRNAs and calculated the correlation for pair-wise lncRNAs and the neighbouring genes. We obtained 74 highly correlated pairs between 40 lncRNAs and their neighbouring coding genes (*P*<0.05). And 38 pairs showed positive correlation and 36 pairs showed negative correlation (Supplementary Table S5). LncRNA NONMMUT023529 showed a positive correlation with its neighbouring fibrosis-related gene Col14a1.

To identify the conservation of the 57 differentially expressed lncRNAs with humans, we mapped the candidate lncRNAs to human genome using NCBI BLASTn and detected those lncRNAs that have at least 80% identity with human, of which 9 lncRNAs were conservative to the human genome (Table 2).

**Table 2:** Conservative lncRNAs to the human genome

lncRNAs	Chromosome	Fold change
NONMMUT032848	chr18	2.282396
NONMMUT027126	chr16	2.841048
NONMMUT032844	chr18	2.419761
NONMMUT021915	chr14	2.046211
NONMMUT003479	chr1	2.994935
NONMMUT072211	chrX	2.089519
NONMMUT030245	chr17	2.052835
NONMMUT073076	chrX	−2.283268
NONMMUT069015	chr9	−3.399379

We used the VISTA Enhancer Browser (http://enhancer.lbl.gov/) a central resource for experimentally validated human and mouse non-coding fragments with gene enhancer activity to analyse the changed lncRNAs. Among the 57 differentially expressed lncRNAs, no enhancer-like lncRNAs were detected.

## DISCUSSION

Cardiac gene profiling studies have had enormous impacts on our understanding of the cardiac pathology, pointing to the biological heterogeneity of specific disorders, providing identification of novel regulators of cardiac gene expression and function and defining the pathways that interplay to promote cardiovascular diseases. In the present study we acquired a number of evidence for the possible involvement of lncRNAs in cardiac fibrosis. First, approximately 1% of lncRNAs tested (545 of the 55000) and mRNAs (209 of 23000) were found significantly deregulated in their expression in peri-infarct tissue with cardiac fibrosis in mice compared with the sham control group. Second, GO and pathway analyses revealed that the deregulated genes primarily include those known to be related to the development of cardiac fibrosis. Finally, 173 matched lncRNA–mRNA pairs were established for 57 differentially expressed lncRNAs and 20 differentially expressed coding genes. These findings suggest the role of lncRNAs in the development of cardiac fibrosis.

As reported by previous studies, MI can result in left ventricular dilatation associated with interstitial fibrosis, fibroblasts proliferation and heart remodelling [7,30]. An important part of the MI remodelling process is formation of fibrotic tissue which contributes to the development of cardiac contractive dysfunction and arrhythmias. Multiple factors and signalling pathways, including gene products and non-coding RNAs, have been shown to be involved in cardiac fibrosis, either directly or indirectly. It has been reported that lncRNAs regulate senescence process and viability of fibroblasts [10] and are associated to heart failure and maladaptive remodelling [11]. An *in vitro* study showed the deregulated lncRNAs in adult rat cardiac fibroblasts after AngII treatment [29]. Recently, Ounzain et al. [31] systematically analysed and characterized lncRNAs in a mouse model of MI. They identified 1521 novel unannotated lncRNAs and hundreds of novel heart-specific lncRNAs which are correlated with unique regulatory and functional characteristics relevant to maladaptive remodelling, cardiac function and cardiac development. Some novel lncRNAs are dynamically regulated in response to MI. The study also revealed that the enhancer-associated lncRNAs are more enriched in the nucleus, whereas the lncRNAs involved in post-transcriptional and translational processes are mainly cytoplasmically located. Importantly, they found hundreds of human orthologues of novel lncRNAs, some of them are regulated in human cardiac disease [31].

Here we demonstrated for the first time in an *in vivo* model of cardiac fibrosis that lncRNAs have the potential to regulate cardiac fibrosis. Among the 57 differentially expressed lncRNAs, 34 lncRNAs were up-regulated and correlated with all of the 20 fibrosis-related coding genes and 23 were down-regulated lncRNAs and correlated with 19 genes either in a positive or negative manner, indicating that up- and down-regulated lncRNAs may be involved in the balanced regulation of fibrosis. For instance, nine down-regulated and seven up-regulated lncRNAs were negatively and positively correlated with TGF-β_3_ up-regulation respectively. Up-regulated NONMMUT022554 was positively correlated with six up-regulated genes that are involved in the ECM–receptor interaction and the PI3K-Akt signalling pathway which participate in the process of cardiac fibrosis. In addition, 40 lncRNAs show positive or negative correlation with their neighbouring genes; 9 lncRNAs are conservative to the human genome, indicating their potential role in the human heart.

We performed GO and pathway analyses to forecast the biological functions of target genes and the potential roles of the differentially expressed lncRNAs in cardiac fibrosis. We found that the deregulated transcripts were mostly enriched in GO terms of heparin binding, calcium binding, ECM structural constituent and collagen binding. Furthermore, we found that the altered transcripts were primarily associated with eight pathways: ECM–receptor interaction, PI3K-Akt, nuclear factor κB (NF-κB), TGF-β, MAPK, the focal adhesion, protein digestion and absorption and Toll-like receptor signalling pathways. We also characterized the top-ranked lncRNAs in the lncRNA–mRNA co-expression network based on their possible connections to cardiac fibrosis-relevant protein-coding genes. We identified TGF-β_3_ as the top-ranked gene, which plays a critical role in the TGF-β signalling pathway and MAPK signalling pathway. These two pathways were reported to take part in the cardiac fibrosis. Further studies of these lncRNAs should provide useful insight into their actual roles in cardiac fibrosis. NONMMUT022554 was the top-ranked lncRNA that was positively correlated with six up-regulated genes known to be involved in ECM–receptor interaction and the PI3K-Akt signalling pathway in the pathway analysis.

Differential expression of lncRNAs in relation to fibrotic processes has been reported in various organs/tissues, such as pulmonary, renal, peritoneal and cystic fibrosis [32–36], but has not been documented in cardiac fibrosis. In order to identify the possible overlaps of the deregulated lncRNAs between cardiac fibrosis and other tissues mentioned above, we used chromosomal location of lncRNAs to search for common lncRNAs between the 57 fibrosis-associated lncRNAs identified in our study and deregulated lncRNAs in other studies [32–36]. However, we failed to find any common lncRNAs between our study and others. This could be explained by the low conservation of lncRNAs across tissues and species, different pathological processes produced by different causes/inducers and dynamic lncRNAs expression. Indeed, similar discrepancy was noticed by Sun et al. who reported that there is limited overlap between the changed lncRNAs in paraquat-induced lung fibrosis in mouse [32] and bleomycin-induced lung fibrosis in rat [33].

LncRNAs may be involved in the regulation of fibrogenic process through various mechanisms [32–35]. The MAPK pathway is targeted by the altered lncRNAs in lung fibrosis [32] and peritoneal fibrosis in mice [35]; the TGF-β pathway is closely associated with the changed lncRNAs in kidney fibrosis [34] and peritoneal fibrosis in mice [35]; the Jak/STAT signalling pathway is associated with the deregulated lncRNAs in lung fibrosis in rats [33] and mouse peritoneal fibrosis [35]; the TGF-β and MAPK signalling pathways are related to the changed lncRNAs characterized in our study. It can therefore be concluded that although expression profiles of lncRNAs lack general conservations among different fibrotic tissues, they may regulate fibrotic processes through conserved mechanisms.

We found that the deregulated lncRNAs and coding genes are involved in eight pathways associated with the process of cardiac fibrosis in mice. 

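Kcnq1, a subunit of the slow delayed rectifier potassium channel, had a signal of 7.18 ± 0.05 (SD, n = 3) in MI and 7.87 ± 0.05 (SD, n = 3) in sham. Its log2 fold change was -0.68 (standard error 0.08, adjusted p = 0.0173 from limma). It fell together with other channel genes: of 29 cardiac ion channel and junction genes, 13 were lower and none was higher (20 lower when adjusted over the list alone), with a median log2 fold change of -0.58. Kcnd2 and Kcnip2, subunits of the transient outward channel, fell by 1.95 and 1.74 on the log2 scale. The inward rectifiers Kcnj3 and Kcnj2 fell by 1.90 and 1.42, the calcium channel subunit Cacna1c fell by 0.64 and the gap junction gene Gja1 fell by 0.54. Called genes were over-represented in the list (adjusted p = 1.34e-05, Fisher's exact test, one-sided), which held in 9 of 16 alternatives. Its shift had an adjusted p of 4.93e-11 from limma's camera, and adjusted p = 0.318 with an estimated correlation. Tlr8, an endosomal receptor for RNA, had a log2 fold change of 1.20 (standard error 0.12, adjusted p = 0.0131 from limma). Tlr2, a receptor for bacterial lipoproteins, had a log2 fold change of 0.88 (standard error 0.21, adjusted p = 0.0632 from limma) and did not pass the test, which it passed without MI 3 (adjusted p = 0.00609 from limma, against 0.0516 to 0.194 under the settings that did not call it). Without sham 2, sham 3 or MI 1 no gene was called by limma, and the log2 fold change of Kcnq1 was -0.68, -0.66 and -0.66.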

Most of the deregulated genes identified in our study have known biological functions. For instance, KCNQ1 encodes slow delayed rectifier K^+^ current (*I*_Ks_) that is a major component of cardiac membrane repolarization and plays a critical role in determining action potential duration [37]. TLRs 2 and 8 genes are related to activation of monocytes to release pro-inflammatory cytokines [38]. TGFBR1 is essential for the remodelling process of the cushions and promotes mesenchymal cell differentiation to vascular smooth muscles in heart [39]. Tnc is an important component of the regulatory thin filament complex that coordinates muscle contraction [40].

It must be noted that the peri-infarct tissues used for expression profiling in our study contain not only fibrotic tissues, but also other types of cells including cardiomyocytes, endothelial cells and smooth muscle cells. Thus the observed changes of expression of lncRNAs and mRNAs cannot be ascribed solely to cardiac fibrosis. 

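Of 23 macrophage and monocyte markers, 9 were higher and none was lower (18 higher when adjusted over the list alone), with a median log2 fold change of 0.82. Ctss, a lysosomal protease, had a log2 fold change of 2.17 (standard error 0.31, adjusted p = 0.0224 from limma), Ms4a7, a marker of resident macrophages, had one of 2.09, Lyz2, lysozyme, had one of 1.91 and Gpnmb had one of 1.55 from sham signals within the background range. Of 4 tested B and plasma cell markers, Ighm, the heavy chain of IgM, and Jchain, the joining chain, were called higher. The log2 fold change of Ighm was 2.23, and the signals of Jchain were within the background range in MI as in sham, so its difference is not well measured. Of 22 cardiomyocyte markers, Ldb3, a protein of the Z disc, was the 1 called, with a log2 fold change of -0.48, and the median of the list was -0.11 (4 lower when adjusted over the list alone). No gene was called among 15 endothelial, 12 smooth muscle and pericyte, 9 epicardial and 4 adipocyte markers, with median log2 fold changes of -0.03, -0.07, -0.09 and -0.09 (when adjusted over the list alone, 3 endothelial and 2 adipocyte markers were lower, 1 epicardial marker was higher and 1 lower, and 0 smooth muscle and pericyte markers were called). Cdh5, the cadherin of endothelial junctions, had a log2 fold change of -0.02 and Kdr, a VEGF receptor, one of -0.54 (adjusted p = 0.0630 from limma). Rgs5, a pericyte marker, had a log2 fold change of -0.04 and Acta2, smooth muscle actin, one of -0.58 (adjusted p = 0.376 from limma). Of 6 lymphatic markers, Mmrn1 was higher (0.75) and Prox1 was lower (-0.83), and 3 were higher and 1 lower when adjusted over the list alone. Of 7 mast cell markers, Cpa3 was lower and none was higher (5 lower when adjusted over the list alone). Of 5 Schwann cell and neuronal markers, Kcna1 was lower (-0.78; 2 lower when adjusted over the list alone). Among 5 T and NK cell and 4 neutrophil markers none was called, with median log2 fold changes of 0.28 and 0.07 (2 T and NK cell markers were higher and 0 neutrophil markers were called when adjusted over the list alone). The other markers with a probe set, of 15 T and NK cell and 11 neutrophil markers in all, did not pass the signal filter. Nkg7, Cd4, S100a9 and Csf3r of these lists had sham signals within the background range, so a change could have been missed.

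The shifts were called by limma's camera for macrophage (adjusted p = 1.97e-09), B and plasma cell (adjusted p = 0.00723), mast cell (adjusted p = 0.0120) and cardiomyocyte markers (adjusted p = 0.00723). With an estimated correlation they were not called, at adjusted p = 0.340, 0.318, 0.355 and 0.318 with an estimated correlation. They were not called for endothelial (adjusted p = 0.198), lymphatic (0.222), smooth muscle (0.700), epicardial (0.700), adipocyte (0.284), Schwann cell (0.228), T and NK cell (0.0520) and neutrophil markers (0.457, all limma's camera). Markers of atrial muscle differed between the sham arrays: Myl7 read 4.95, 11.19 and 8.43 in sham and 4.51 to 4.78 in MI. No single gene was called by limma without sham 2, sham 3 or MI 1.

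**Figure D4:**
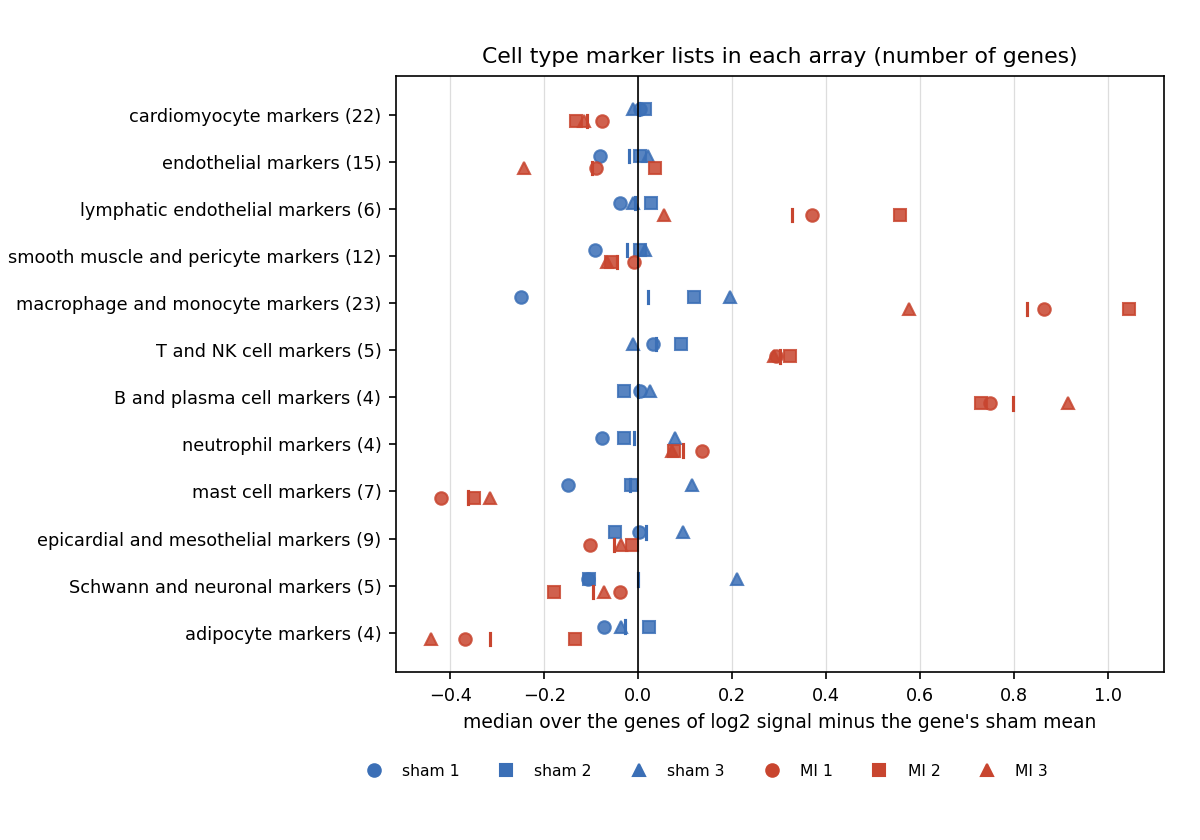
Median over the markers of each cell type of the log2 signal minus the gene's sham mean, in each array, with the number of genes tested in brackets, 1 point per array, sham in blue and MI in red, and a bar for the mean of each group. The MI arrays lie at 0.86, 1.04 and 0.58 for macrophage markers and between -0.13 and -0.08 for cardiomyocyte markers.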

Cardiomyocyte apoptosis [41] and angiogenesis [42] are also involved in myocardial remodelling after MI. However, the present study only focuses on analysis of the potential roles of lncRNAs in cardiac fibrosis. Other possible roles of these altered lncRNAs will be investigated in future studies.

In conclusion, we have identified for the first time the lncRNA expression signature in peri-infarct region containing significant cardiac fibrosis induced by MI in mice. We have also characterized the possible involvement of lncRNAs in cardiac fibrosis by bioinformatics analyses. However, detailed studies are needed to explore the actual functional significance of the deregulated lncRNAs in cardiac fibrosis.

## Abbreviations

AngII: angiotensin II
ECM: extracellular matrix
EF: ejection fraction
FDR: false discovery rate
FS: fractional shortening
KEGG: Kyoto Encyclopedia of Genes and Genomes
lncRNA: long non-coding RNA
MAPK: mitogen activated protein kinase
MI: myocardial infarction
NF-κB: nuclear factor κB
PI3K-Akt: phosphoinositid-3 kinase/protein kinase B
qRT-PCR: quantitative real-time PCR
TGF-β: transforming growth factor-β

How the deposited data were processed for this re-analysis (not part of the article)

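The data are 6 Affymetrix mouse transcriptome arrays 1.0 (1 colour) on total RNA from the left ventricle of male C57BL/6 mice 4 weeks after surgery, 3 from the peri-infarct region of MI hearts and 3 from the corresponding region of sham hearts. The table of the authors gives log2 signals, made by the authors with RMA and SKETCH quantile normalization of the probes in Expression Console before they were deposited. The methods name it as EC 2.0, and the submitters' processing notes give no version. The low-intensity filter that the methods mention, without its threshold, is not applied in the table. The array values were used as deposited, with no further normalization. The table holds 0 columns of other samples. Correlations of the values between arrays and a count of identical values showed no array deposited more than once.

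Control probe sets were left out. Probe sets were given symbols and gene classes from the RefSeq table of GRCm38.p6, and those with several symbols were tested but belong to no gene. Non-coding or unnamed probe sets are those of a gene that RefSeq classes as non-coding and those with no symbol, a group wider than lncRNAs. The genome build behind the array's own annotation is not given in the sources used here. The filter kept probe sets whose mean over all 6 arrays was at or above the 50th percentile of the transcript probe sets, a log2 signal of 4.36. MI and sham were compared with the linear models and moderated statistics of limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, no covariate), with Benjamini-Hochberg adjustment over all 32979 probe sets tested. A probe set was called at an adjusted p under 0.05 and counted as changed at least 2-fold at a log2 fold change of 1 or more, or -1 or less, on the scale of the deposited values.

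A set of 45 lists of matrix, signalling, metabolic, stress and cell type marker genes was written from general knowledge before the data were examined, as were the comparison, the filter, the rule for named genes and the alternatives, apart from those said to be chosen later. Of these lists, 44 had at least 3 tested genes or probe sets and were tested with camera at a preset correlation of 0.01 and again with an estimated correlation. Over-representation of called genes was tested with Fisher's exact test, one-sided, against the 12037 protein-coding genes tested. Each test was adjusted over the lists. Counts adjusted over the list alone use the p-values of its members only. Lists taken from Table 1 were chosen by the paper on these samples and were counted but not tested. The genes named are every gene the paper names that has a probe set, the 10 highest and 10 lowest named genes with non-overlapping groups, up to 4 called members of each list, or 2 members as values where none was called, and up to 3 unnamed or non-coding probe sets each way. The paper's values had been seen when this rule was written, and items outside it are said to be chosen after their values were seen or are further members of a list. Of 31 genes that the paper names, 26 had a probe set of their own.

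Simulated data had the spread of each probe set, with noise drawn independently for each. On them limma recovered 48% of 100 probe sets seeded with a log2 difference of 1 and 83% of those seeded with 2, and 5.76% of its calls were false. The two-sample t-test of the methods recovered 27% and 56%, and 4.60% of its calls were false. The real arrays share deviations across probe sets, such as those of sham 1 and MI 3, which correlated at 0.499. These percentages therefore need not hold for the real data. For arrays the number of samples limits the precision. The highest of the 23 background control probe sets was taken as the top of the background range, a strict limit that most of these controls lie well below.

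The alternatives were no filter, a filter at the 75th percentile (log2 signal 6.30), the t-test of the methods, limma with trend and robust options, array weights, each array centred on its median, quantile normalization, the replicate number as a block, each array left out in turn, adjustment within a class, over-representation among genes changed at least 2-fold only, and the mean over a gene's probe sets. All 10 splits of the 6 arrays into groups of 3 were fitted. Co-expression was counted as the share of pairs of genes and probe sets with a Pearson correlation at p under 0.05 over the 3 MI arrays, and no single correlation over 3 arrays is reported. GO and KEGG themselves, the sequences of the lncRNAs and their neighbouring genes, the PCR, the staining and the echocardiography were not analysed here. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.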

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

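The tests on short RNAs in this part, and the genes and classes taken up in it, were chosen only after the result was seen. Among genes that the paper does not report on, Cilp was higher in MI by a log2 fold change of 7.16, with every MI array above every sham array. Postn had a log2 fold change of 6.38 and was likewise above every sham array. Angptl7, a secreted angiopoietin-like protein, had a log2 fold change of 5.66 (standard error 0.58, adjusted p = 0.0136 from limma). Aspn, a small proteoglycan, had a log2 fold change of 4.66. None of these was called by limma without sham 2, sham 3 or MI 1, when the log2 fold change of Postn was 6.51, 6.29 and 6.18.

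Segments of immunoglobulin and T cell receptor genes, a class outside those the paper reports on, gave a signal above the sham level in MI. Of 155 tested, 23 were higher and 0 were lower at an adjusted p under 0.05 from limma, and the class median log2 fold change was 0.43. In 47.1% of these probe sets every MI array lay above every sham array and in 2.58% below. Chance gives 5% each way, and all probe sets tested gave 15% above and 16.8% below. Of the 23, 21 had sham signals within the background range, 2 of them with MI signals within it too, so the size of their difference is not well measured. Without sham 2, sham 3 or MI 1 limma called 0 of the segments.

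Small nuclear RNAs, another class that the paper does not report on, had a median log2 fold change of 1.27, and sham 1 and MI 3 lay above the other arrays of their groups. An effect of MI as the whole of the pattern is argued against, since every MI array lay above every sham array in 6.78% of the snRNA probe sets. Chance gives 5%, and all probe sets tested gave 15%. MI as the source of a part of it could not be excluded, because the median was 0.90 without sham 1 and MI 3. Deviations of snoRNAs of at least 0.241 in the same arrays, the smaller of both medians, go with a different recovery of short RNA between the samples. MicroRNAs do not share the pattern: over 337 probe sets the median deviation was 0.023 in sham 1 and -0.091 in MI 3. Their class medians, 5.72 to 5.93 per array, lay near the highest background controls, so a different recovery stays open. More nuclear RNA in these samples cannot be told apart from a different recovery: Neat1 and Kcnq1ot1, long RNAs kept in the nucleus, deviated by a median of 0.237, and a pair of RNAs is too few to decide.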

How the results depend on the processing

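The settings that left out both sham 1 and MI 3 and that used a 4-fold threshold were chosen after the data were seen. No called gene of those named changed direction under any setting: of 2837 log2 fold changes under the alternatives, 1697 stayed on the same side of the threshold, 1128 were no longer called and 12 were newly called. The number of calls depended far more on the setting. Leaving out 1 array gave 0 to 4687 probe sets changed, 0 to 1508 changed at least 2-fold, 0 to 2585 protein-coding genes, 0 to 1883 non-coding or unnamed probe sets and 0 to 19 over-represented lists. The 0 came from limma without sham 2, without sham 3 and without MI 1, with the unadjusted counts given at the claim, and the highest counts came without MI 3, so the smaller number of arrays alone does not set the count. The t-test of the methods called 272 probe sets (7422 at an unadjusted p under 0.05), 77 at least 2-fold, 199 protein-coding genes, 60 non-coding or unnamed probe sets and 3 lists. Array weights, 5.63 for MI 1 and 0.228 for MI 3, gave 10760, 1601, 4930 and 5315. Without sham 1 and MI 3 the counts were 4432, 1628, 2271 and 1973, and 1895 of the 2180 calls on all arrays were kept in the same direction. A 4-fold threshold left 151 probe sets, 140 higher and 11 lower, and adjustment within the class left 408 non-coding or unnamed probe sets. Apart from the limits of fewer samples and a higher threshold, the cause was not tested. Except for the replicate block, taken up below, the other alternatives kept each of these counts within 1.5 times its value, whereas the count of named lncRNAs, few in number, moved more. Centring gave 835 probe sets higher and 1570 lower and quantile normalization 750 and 1512, against 980 and 1200, with the median of all probe sets at -0.02 and -0.03 against 0.01; at 2-fold, quantile normalization gave 388 higher and 404 lower against 473 and 288.

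With the replicate number as a block, limma called 0 probe sets (7078 at an unadjusted p under 0.05), 0 at least 2-fold, 0 protein-coding genes, 0 non-coding or unnamed probe sets and 0 lists by Fisher's exact test, whereas 27 list shifts were called. The numbers gave no sign of pairing, since the deviations of arrays with the same number from their group means correlated at -0.287, 0.352 and -0.374. Of 29 list shifts, 24 held with each of the 6 arrays left out in turn, and 0 held with an estimated correlation, where the lowest adjusted p was 0.318 (limma's camera), against 25 to 30 under the other settings. The share of co-expressed pairs was 5.50% in the sham arrays, where random probe sets gave 5.37% and chance gives 5%. In the MI arrays it was 2.05% at p under 0.01, where random ones gave 1.89% and chance gives 1%. Signal over background limits what can be seen: named genes with sham signals at or below the highest background control probe set have differences that are understated if the background adds to the signal.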

Differences from the paper's values

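The paper reports 209 differentially expressed mRNAs, and 1281 protein-coding genes were called here at the same FDR threshold, with a low-signal filter whose threshold the paper does not state. Of the alternatives set before the data were examined, the two-sample t-test that the methods name (199) and limma without sham 1 (191) fell within 1.5 times the paper's value and the others did not. The paper's value for up-regulated mRNAs is 142, against 519 here, and its value for down-regulated mRNAs is 67, against 762. Both differed under every alternative, with 71 higher and 128 lower by the t-test of the methods, 72 and 119 without sham 1, and 0 from limma without sham 2, sham 3 or MI 1.

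The paper's value for up-regulated lncRNAs is 263, against 404 up-regulated probe sets here in a group that is wider than the paper's, since it holds every non-coding gene and every probe set with no symbol. Of the alternatives set before the data were examined, no filter (302), the stricter filter (321), trend and robust options (394), quantile normalization (304), centring (357) and adjustment within the class (216) fell within 1.5 times the paper's value. The t-test of the methods (37), array weights (2912), the replicate block (0) and each array left out did not. For lncRNAs changed at least 2-fold the paper's values are 53 up-regulated and 37 down-regulated, against 168 and 140 here in the wider group. Only limma without sham 1 (58 and 39) fell within 1.5 times both, and all other alternatives differed, among them the t-test of the methods (15 and 10) and a 4-fold threshold chosen after the values were seen (31 and 10).

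The largest log2 fold change of an mRNA is about 3.8 in Fig. 2B, read by eye as the paper's value, against 7.48 for Comp here on the scale of the deposited values and 3.74 when every log2 value is multiplied by 0.5, a setting chosen after the values were seen. The lowest called one is about -1.1 in Fig. 2B, read by eye as the paper's value, against -2.20 for A530016L24Rik here and within 1 standard error of the paper's value when multiplied by 0.5. Both differed under every alternative set before the data were examined, with Comp between 7.01 and 8.32 and A530016L24Rik between -2.37 and -2.04, and with the factor of 0.5 neither did. A constant factor leaves every p-value as it is, so all 24 tested genes of Table 1 stay called whether or not the factor is right.

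For lncRNAs, in the wider group here, the same factor does not reach the paper's values. The largest is about 2.5 in Fig. 2A, read by eye as the paper's value, against 3.25 for TC0100003193.mm.1 here and 1.62 with the factor. The lowest is about -1.8 in Fig. 2A, read by eye as the paper's value, against -2.77 for TC0900002242.mm.1 here and -1.39 with the factor. Both differed under every alternative, with TC0100003193.mm.1 between 2.97 and 3.49 and TC0900002242.mm.1 between -3.18 and -2.55 under those set before the data were examined. With the factor a 2-fold threshold is the 4-fold threshold above, whose counts also differed.

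The paper names Tlr2 among the deregulated genes, and limma did not call it here (log2 fold change 0.88, adjusted p = 0.0632). It was called with array weights (adjusted p = 0.00159 from limma) and without MI 3 (adjusted p = 0.00609 from limma), and also without sham 1 and MI 3, a setting chosen after the values were seen (adjusted p = 0.0147 from limma). The adjusted p lay between 0.0516 and 0.194 under the other settings. The text of the paper names Col4a1 among up-regulated genes linked to a lncRNA, and limma did not call it here (log2 fold change 0.89, adjusted p = 0.0913). It was called with array weights (adjusted p = 0.00400 from limma), without MI 3 (adjusted p = 0.0133 from limma) and, by the setting chosen later, without sham 1 and MI 3 (adjusted p = 0.0247 from limma), with 0.0769 to 0.240 under the other settings. Fig. 4C, read by eye, shows Col14a1 in this place, and Table 1 lists Col14a1 and not Col4a1. Col14a1 was called here (log2 fold change 4.10, adjusted p = 0.00827 from limma). It is therefore not clear that Col4a1 differs from the paper's result. The setting without sham 1 and MI 3 still called 154 of the 163 named genes called with all arrays.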

Other observations

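The tests on MI 3, on atrial markers and on splits for the number of probe sets changed were chosen only after the results were seen, and the tests on splits for the other results were not. Of the genes of oxidative metabolism, a part was called lower in MI and none was called higher. Of 30 genes of fatty acid oxidation, 20 were lower and none was higher at an adjusted p under 0.05 from limma (27 lower when adjusted over the list alone), with a median log2 fold change of -0.93. Acaa2, a thiolase of the mitochondrial β-oxidation, had a log2 fold change of -1.56 (standard error 0.28, adjusted p = 0.0329 from limma), Acot1 had one of -1.81 and Eci1 one of -1.46, and the regulators Ppargc1a and Ppara had log2 fold changes of -1.44 and -1.30. Of 34 genes of the TCA cycle and of branched-chain amino acid oxidation, 17 were lower (32 when adjusted over the list alone), with a median of -0.66. Aldh6a1, Dbt, Ivd and Mccc2, enzymes of amino acid breakdown, fell by 1.26, 1.23, 1.18 and 1.09 on the log2 scale. Of 51 genes of oxidative phosphorylation, 6 were lower (16 when adjusted over the list alone), among them Cyc1 (-0.92), Ndufs3 (-0.77), Uqcrc1 (-0.75) and Ndufa10 (-0.73), with a median of -0.48. Of 21 genes of hypoxia and glycolysis, 4 were lower (6 when adjusted over the list alone): the glucose transporter Slc2a4 (-1.40) and the enzymes Pfkm (-0.85), Ldhb (-0.82) and Eno3 (-0.61). The adjusted p of the shift was 1.45e-18, 7.69e-19, 1.18e-10 and 0.000794 in this order (limma's camera), and with an estimated correlation it was adjusted p = 0.318, 0.318, 0.355 and 0.340. Fisher's exact test gave an adjusted p of 6.86e-12 for fatty acid oxidation, 1.12e-07 for the TCA cycle list and 0.663 for oxidative phosphorylation, and these lists passed in 11, 12 and 4 of 16 alternatives in this order (1.38e-12 to 1 for the last). No single gene was called by limma without sham 2, sham 3 or MI 1, when the log2 fold change of Acaa2 was -1.56, -1.60 and -1.53.

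Of 15 complement genes, 4 were higher in MI and none was lower (9 higher when adjusted over the list alone): C4b (log2 fold change 2.44), Serping1 (1.89), C1ra (1.74) and C4a (1.27, from sham signals within the background range). Of 17 interferon response genes, Ifit3 (0.87) and Ifit2 (0.55) were higher, and of 13 immediate early and heat shock genes, Egr2 (1.44, from sham signals within the background range) and Btg2 (1.11) were higher (5 when adjusted over the list alone). Of 11 fetal and wall stress genes, 2 were higher (7 when adjusted over the list alone): Xirp2 (1.80) and Nppa, atrial natriuretic peptide, whose log2 fold change of 1.76 is a lower bound if its MI signals of 19.79 to 19.93, at the top of the range, are limited by it. Of 13 genes of the renin-angiotensin and natriuretic system, Ace (2.31) and Nppa were higher and Agtr1a (-1.16) and Corin (-1.07) were lower, and the median of -0.02, the mean of 0.33 and the upward direction from camera differ in sign (adjusted p = 0.700). Of 12 skeletal muscle markers, Tnnt3 (1.02) and Myh2 (0.71) were higher, both from sham signals within the background range (4 when adjusted over the list alone). Of 15 genes of the unfolded protein response, Herpud1 (-0.76) was lower. None of 16 cell cycle genes was called by limma. Every MI array lay above every sham array in 10 of them, where chance gives 5% and all probe sets tested gave 15%. Mki67 had a log2 fold change of 1.32 (adjusted p = 0.109 from limma). Of the erythroid markers 1 was tested, Alas2, with a log2 fold change of 0.001. The shift was called by limma's camera for complement (adjusted p = 7.20e-07), interferon response (adjusted p = 0.0210), immediate early (adjusted p = 0.00775), stress (adjusted p = 4.60e-05), skeletal muscle (adjusted p = 0.00193), unfolded protein response (adjusted p = 0.0406) and cell cycle genes (adjusted p = 0.000186). With an estimated correlation none was called, at adjusted p = 0.355, 0.510, 0.468, 0.352, 0.468, 0.485 and 0.407 with an estimated correlation. Called genes were not over-represented in the complement list (adjusted p = 0.353, Fisher's exact test) or the renin-angiotensin list (adjusted p = 0.0995, Fisher's exact test), but they were when only genes changed at least 2-fold were counted (0.0279 and 0.00298, with 0.0149 to 1 and 0.00298 to 1 over the alternatives). With 1 array left out the shift was lost for interferon response (adjusted p up to 0.244), unfolded protein response (up to 0.159) and immediate early genes (up to 0.0795), and no single gene was called without sham 2, sham 3 or MI 1.

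Pairs of genes and transcripts that correlate over the MI arrays were counted as the paper's network counts them, without reporting any correlation of its own over 3 arrays. Of 6776 pairs between 22 genes of Table 1 and 308 non-coding or unnamed probe sets, all changed at least 2-fold, 10.2% had p under 0.05, where chance gives 5% and random probe sets of like signal gave 8.18%. With all called non-coding or unnamed probe sets the share was 7.34%, against 8.59% for random ones. In the sham arrays it was 5.50%, against 5.37% for random ones.

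Matrix and fibroblast genes rose less in MI 3 than in MI 1 and MI 2: over 83 genes the median rise in MI 3 was 0.541 of the median rise in MI 1 and MI 2. A difference of the kind seen in sham 1 stays open: the median deviation of these genes from the other arrays of the group was 0.241 as large in sham 1 as in MI 3, close to the same ratio for rRNA (0.259) and snoRNAs (0.272) and below that for snRNAs (0.522). Less scar and more spared muscle in the piece of MI 3 stays open too: 144 metabolic and ion channel genes fell by 0.44 in MI 3 and by 0.75 in MI 1 and MI 2, and lay 0.296 above them, but 18 cardiomyocyte markers with sham means below 19 went both ways, with a median of 0.023 (SD 0.327) in MI 3 against MI 1 and MI 2. The 4 markers above that level, where the median difference of protein-coding genes between MI and sham was 0.046 in size, were set aside only after their values were seen, and with them the median of -0.041 (SD 0.303) over 22 lay below 0.296 by slightly more than the SD, which would argue against more muscle. Neither explanation can be told apart from a weaker response of the same tissue in that animal, since the first was measured against a difference of unknown extent in sham 1 and the second rests on which markers are counted.

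Markers of atrial muscle differed between the sham arrays: Sln read 4.46, 10.25 and 7.45 in sham and 4.31 to 5.13 in MI, and Myl4 read 5.22, 5.87 and 5.90 in sham. Neither was called by limma. Atrial tissue in the pieces of sham 2 and sham 3 stays open: the median over the 7 atrial markers tested was 0.669 for sham 2 and sham 3 minus sham 1, which restates the pattern on the markers it was seen in and is no independent test. No biological explanation was tested, since MI cannot act on a difference among sham arrays. In this list, 2 genes were higher in MI, Nppa, which stressed ventricle also expresses, and Dkk3 (log2 fold change 3.71), the list as a whole did not shift (adjusted p = 0.700 from limma's camera), and neither gene was called without sham 2, sham 3 or MI 1.

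The 6 arrays can be split into groups of 3 in 10 ways, too few for a share under 0.05. In each comparison 1 of 10 splits, the real one, gave a result as large. For probe sets changed it gave 2180 and the highest other split 0, for those changed at least 2-fold 761 and 0, for protein-coding genes 1281 and 0, and for non-coding or unnamed probe sets 806 and 0. For over-represented lists it gave 15 and the highest other split 0. For list shifts it gave 29, and the highest other splits gave 26: these grouped MI 3 and sham 1 with sham 2 or with sham 3, and so set MI 1 and MI 2 against MI 3. Every other split gave list shifts as well, 5 to 26 of them, with 0 probe sets called. Every other split holds MI and sham arrays in uneven numbers in its groups, so a part of an effect of MI can remain in it. These splits therefore cannot decide whether a shift called at the preset correlation is particular to the comparison of MI with sham.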
